# Micro-biopsy for detection of gene expression changes in ischemic swine myocardium: A pilot study

**DOI:** 10.1371/journal.pone.0250582

**Published:** 2021-04-28

**Authors:** Arvin Chireh, Rikard Grankvist, Mikael Sandell, Abdul Kadir Mukarram, Fabian Arnberg, Johan Lundberg, Carsten O. Daub, Staffan Holmin

## Abstract

Micro-endomyocardial biopsy (micro-EMB) is a novel catheter-based biopsy technique, aiming to increase flexibility and safety compared to conventional EMB. The technique was developed and evaluated in healthy swine. Therefore, the ability to detect disease related tissue changes could not be evaluated. The aim of the present pilot study was to investigate the ability to detect disease related gene expression changes using micro-EMB. Myocardial infarction was induced in three swine by coronary artery balloon occlusion. Micro-EMB samples (n = 164) were collected before, during, and after occlusion. RNA-sequencing was performed on 85 samples, and 53 of these were selected for bioinformatic analysis. A large number of responding genes was detected from the infarcted area (n = 1911). The early responding genes (n = 1268) were mostly related to apoptosis and inflammation. There were fewer responding genes two days after infarction (n = 6), which were related to extra-cellular matrix changes, and none after 14 days. In contrast to the infarcted area, samples harvested from a non-infarcted myocardial region showed considerably fewer regulated genes (n = 33). Deconvolution analysis, to estimate the proportion of different cell types, revealed a higher proportion of fibroblasts and a reduced proportion of cardiomyocytes two days after occlusion compared to baseline (p < 0.02 and p < 0.01, respectively. S5 File). In conclusion, this pilot study demonstrates the capabilities of micro-EMB to detect local gene expression responses at an early stage after ischemia, but not at later timepoints.

## Introduction

Endomyocardial biopsy (EMB) is an established method for diagnosis of several myocardial diseases, such as rejection after heart transplantation and diagnosis of unexplained heart failure [1]. Despite the value of obtaining cardiac tissue for diagnosis, conventional EMB is limited by a relatively high complication risk (variably reported between less than 1 to 8.9%) and a low diagnostic yield [2–4]. To address these shortcomings, we previously developed a miniaturized and flexible micro-biopsy (micro-EMB) device, aiming to increase safety and navigability to all parts of the heart [5]. We also devised a low-input RNA isolation protocol to enable RNA-sequencing (RNA-seq) analysis on small tissue samples. The technique was evaluated in swine, demonstrating reduced trauma and increased navigability compared to conventional methods, as well as good RNA-seq data quality [5]. However, the previous study was performed in healthy animals and did not assess the ability to detect gene expression changes related to disease.

The aim of the micro-EMB procedure is to provide a safe and accurate tool for molecular diagnosis of disease and research of pathophysiological responses. Therefore, its ability to detect disease related changes is essential. Several studies suggest that gene expression profiling can be used for both research and clinical diagnosis [6–9]. For instance, Halloran and colleagues have described a transcriptomics-based test (MMDx™) to diagnose transplant rejection [8]. This demonstrated the use of molecular tests as potential alternatives to conventional analysis methods such as histology. However, MMDx™ relies on conventional EMB and is therefore limited by the same flexibility and safety issues as discussed above. To our knowledge, the novel micro-EMB technique is the first attempt to miniaturize a biopsy device specifically intended for low-input molecular analyses. Due to the dramatic reduction in tissue specimen size—over three orders of magnitude (from the conventional 10–40 mg to approximately 0.01 mg [5, 10])—it remains unknown whether the tissue samples can be used to detect gene expression changes.

To this end, the present study tests the hypothesis that micro-EMB can be used to detect gene expression changes in a cardiac disease model. For this purpose, we chose a balloon occlusion-reperfusion model of myocardial infarction (MI) in swine. Since the study was not targeting a specific cardiac disease, virtually any cardiac disease model could have been used. Numerous large animal models of myocardial disease have been established [11], and we chose MI due to a relatively straightforward procedure and a rich existing reference literature. Previous studies of gene expression changes after MI have shown early changes in genes related to inflammation and immune responses, as well as later changes related to extracellular matrix (ECM) remodeling [12, 13].

In this pilot study, we show for the first time that the micro-EMB procedure can detect early gene expression changes following MI, consistent with previous findings from RNA-sequencing studies, despite the large reduction of sampled tissue amount.

## Results

A myocardial infarction (MI) swine model was used as disease model. MI was induced for one hour, followed by reperfusion (Fig 1A). During occlusion, the average systolic blood pressure was 80 mmHg (SD 8.0), heart rate 99 bpm (SD 6.8), and oxygen saturation 96% (SD 0.7; S1 File). All three animals tolerated the procedure and were studied up to 14 days according to the study plan. There were no signs of severe complications such as tamponade or sustained arrhythmia during occlusion or micro-EMB procedures, and the animals behaved normally between the procedures. Myocardial injury was confirmed by troponin dynamics and necropsy (Fig 1B, S1 Fig). No significant pericardial effusion or bleeding to the pericardium was noted on necropsy.

**Fig 1:**
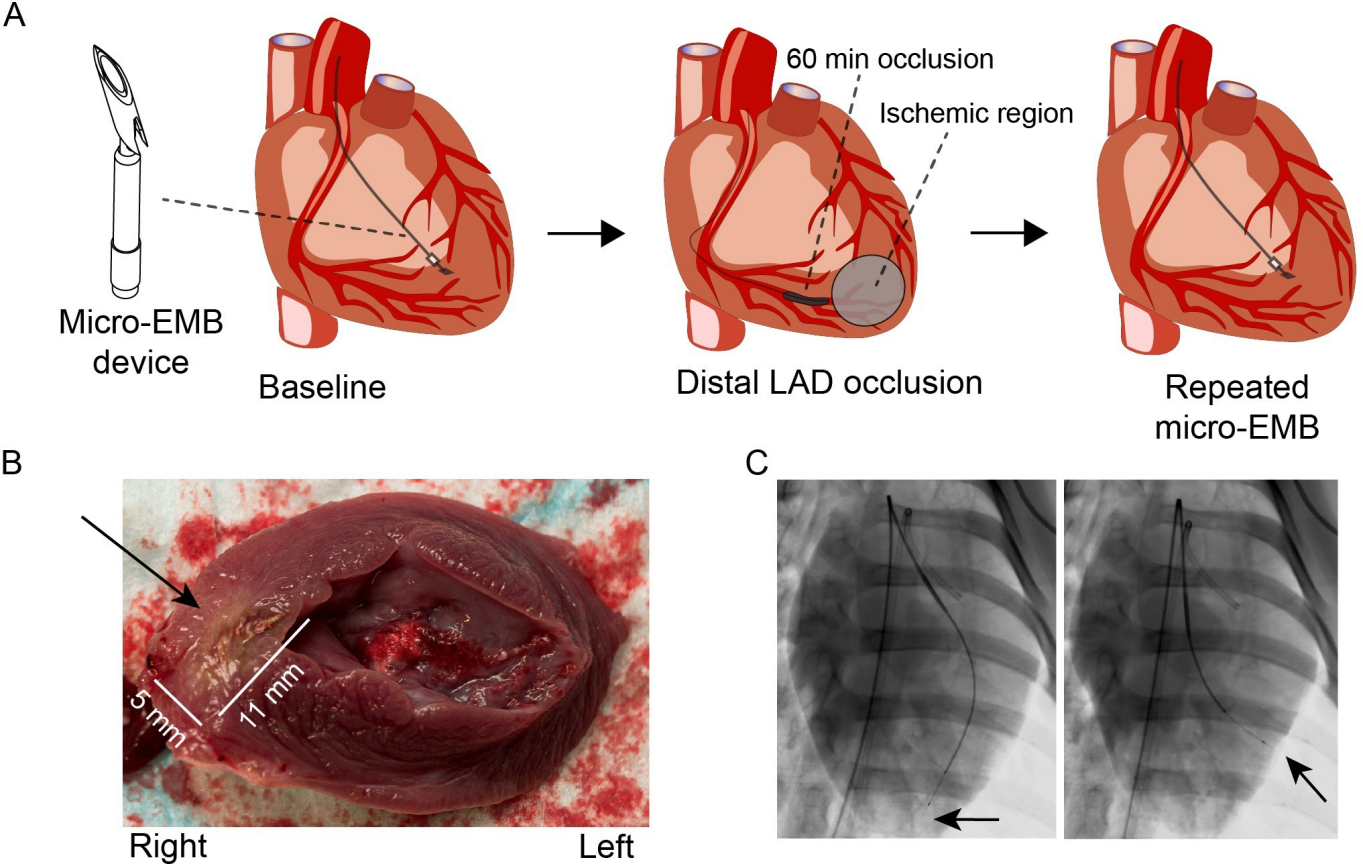
Experimental design. (A) Baseline micro-EMB was followed by a 60 minutes occlusion of distal left anterior descending artery. Repeated micro-EMB was performed before, during, and after occlusion at 1–3 hours, two days and 14 days. (B) Post-mortem image of the resulting necrotic area in the right peri-apical wall (approximately 5 x 11 mm). (C) Fluoroscopy in posteroanterior view, showing sampling from apical (infarcted) and lateral (non-infarcted) regions (arrows). Panel A contains elements reproduced from Springer Nature [5] under Creative Commons License CC-BY 4.0.

Micro-EMB samples from the left ventricle (LV) were repeatedly taken during the experiments (n = 164). Samples were taken at baseline (n = 15), during the one-hour occlusion (n = 14), up to two hours after re-perfusion (n = 49), after two days (n = 33), and finally after 14 days (n = 53; S2 File). Most micro-EMB (65%) were aimed towards the infarcted apical region, whereas the rest (35%) were aimed towards a basolateral non-ischemic location (Fig 1C, S2 File). Repeated sampling with micro-EMB did not cause any detectable LV wall perforation, clinically significant pericardial effusion, or sustained arrhythmia at two days after infarction, a timepoint with known high risk for arrhythmias [14, 15], nor at day 14. Transient ventricular extra beats, without hemodynamic effect, were observed in all animals during penetration of the endocardium with the biopsy device.

A subset of samples (n = 85), representing all timepoints, was used for RNA-seq (Table 1). 

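The deposited data are counts of RNA-seq reads on 31907 Ensembl genes in all 85 libraries, of which 62 came from micro-EMB and 23 from blood of 3 swine. The authors mapped the reads to the pig genome assembly Sscrofa11.1 with STAR and counted them with featureCounts, and deposited the counts without normalization and before any exclusion of samples or genes. The count labels mark counting without regard to strand, so values of genes that overlap on opposite strands are uncertain. Total counts per library had a median of 8431393, with 1 blood library at 11505 and the others between 3499443 and 16659110. The S5 File identifies the 3 baseline, 3 2 days and 6 14 days libraries of the infarcted region that the paper kept. For the infarcted region at 0–1 h and 1–3 h and the non-infarcted region at 1–3 h and 2 days, which the paper's text does not identify library by library, every library with a total count of at least 10% of the median was included. All libraries of the non-infarcted region at 0–1 h and 14 days were kept in Table 1. This gave 50 micro-EMB libraries, 29 for the infarcted region and 24 for the non-infarcted region, with the 3 baseline libraries in both. Each region was fitted with timepoint as the only term by edgeR's quasi-likelihood test with TMM normalization. Genes with a CPM (counts scaled to the library total) of at least 1 in at least 20% of the libraries were tested, 19279 for the infarcted and 22633 for the non-infarcted region. Regulated genes were those with an adjusted p-value of 0.05 or less after Benjamini-Hochberg adjustment. Because 3 swine gave all libraries, libraries of one group are repeated samples of the same animals. The biological coefficient of variation was 0.771 in the infarcted and 0.841 in the non-infarcted region. Mitochondrial and ribosomal genes were not removed, since no table paired the identifiers with gene names.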

Quality control was conducted on the RNA-seq data before downstream analyses. Twenty-four samples were excluded due to failed quality control and two samples were excluded due to blood contamination. 

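In 25 libraries, 15 from micro-EMB and 10 from blood, the counts were spread evenly over genes. Their 10 most counted genes held from 1.30% to 6.33% of the counts (median 2.36%), against 8.55% to 74.5% (median 22.6%) in the other 60 libraries. A median of 22912 genes reached a CPM of at least 1 in these 25 libraries, and 15357 in the others. Their total counts were not lower, with a median of 9959198 against 7714688. The even profile was found in 5 of the 9 infarcted-region libraries of 2 days, in 3 of the 6 non-infarcted-region libraries of 1–3 h and in 5 of the 6 baseline blood libraries. It was absent from all 6 infarcted-region libraries of 0–1 h. In 2 micro-EMB libraries the 10 most counted genes held most of the counts, 74.5% (95% Wilson interval 74.51 to 74.58) at baseline and 63.9% (95% Wilson interval 63.84 to 63.91) at 0–1 h. These intervals cover counting error only, since reads of one molecule were not marked.

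**Figure D1:**
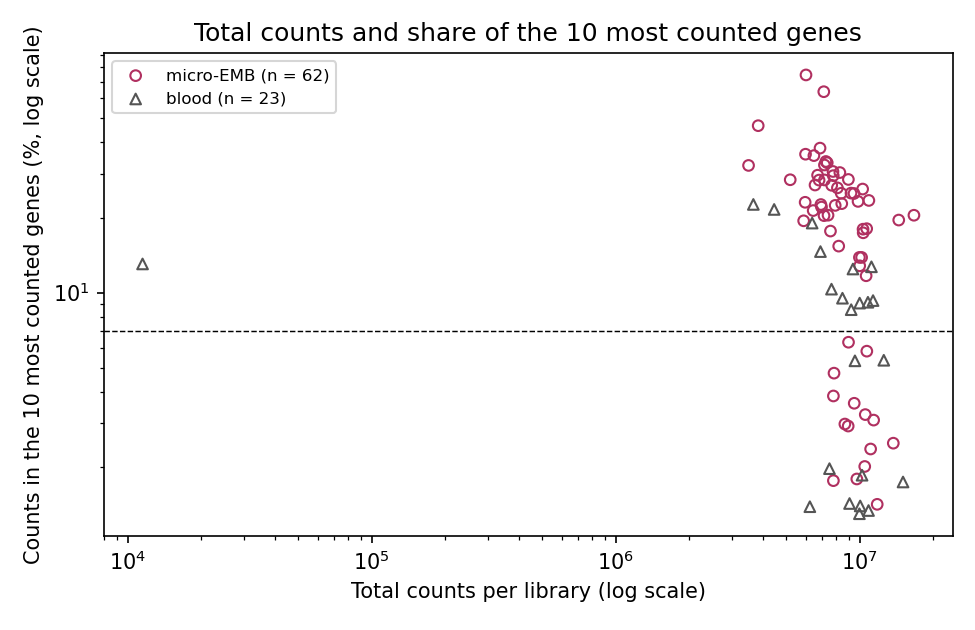
Total counts per library (x axis, log scale) against the share of counts in the 10 most counted genes (y axis, percent, log scale) for 62 micro-EMB and 23 blood libraries, 1 point per library. The 25 libraries with an even profile lie under the dashed line at 7% and have total counts as high as the other libraries.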

Principal component analysis (PCA) showed clear visual separation between heart tissue samples and blood (S2 Fig). 

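A PCA was computed on log2 CPM (TMM, prior count 2) of the 500 most variable genes in the 84 libraries with at least 10% of the median total count. The leading components held 64.3% and 16.3% of the variance. Of the 62 micro-EMB libraries, 14 lay nearer to the mean of the 22 blood libraries than to the mean of the micro-EMB libraries. Of these, 12 had the even count profile and 2 were the micro-EMB libraries dominated by 10 genes. The number was 17 with variance-stabilized values and 18 with 2000 genes. Without the libraries of even profile and the 2 dominated by 10 genes, 57 libraries remained, 45 from micro-EMB and 12 from blood. Component 1 then held 77.2% of the variance, and every blood library had a value of at least 75.0 on it while no micro-EMB library exceeded 19.0.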

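On component 2 of the PCA of 57 libraries, which held 9.18% of the variance, 6 micro-EMB libraries had values of at least 37.4 and the other libraries at most 14.2. They were 1 baseline library, 1 of 0–1 h, 2 of 1–3 h, 1 of 2 days and 1 of 14 days, and 1 of the 6 came from the non-infarcted region. The 5 top outlier genes of the S3 File had a mean log2 CPM of 12.74 ± 0.90 (SD, n = 6) in these libraries and 10.31 ± 0.94 (SD, n = 39) in the other micro-EMB libraries. The difference was 2.43 on the log2 scale, and ranged from 1.87 to 3.00 over the 5 genes. In 4 of the 39 other libraries the mean exceeded the lowest of the 6 (11.74), so the groups overlapped on these genes. No test was made, since the 6 libraries were chosen by their expression.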

The plot revealed a group of outlier samples (n = 6), which turned out to have an up-regulation of collagen related genes (S3 File). This finding indicated that these samples were harvested from fibrous compartments of the heart and were therefore excluded to avoid noise. The remaining 53 samples were included in the downstream analyses.

**Table 1:** Number of samples from each timepoint, before and after exclusion.

Sample Type	Timepoint	Sequenced samples (n)	Samples after exclusion (n)
**Micro-EMB (ischemic apex)**	Baseline	6*	3*
	0–1 h	6	4
	1–3 h	11	8
	2 days	9	3
	14 days	9	6
**Micro-EMB (non-infarct region)**	Baseline	6*	3*
	0–1 h	3	3
	1–3 h	6	2
	2 days	6	4
	14 days	6	6
**Blood**	Baseline	6	1
	0–1 h	0	0
	1–3 h	5	3
	2 days	6	5
	14 days	6	5

* The six baseline samples were not specifically targeted to any region of the heart and were therefore shared between infarcted and non-infarcted samples.

Differential expression (DE) analysis was performed to explore gene expression changes after occlusion. Initially, only samples harvested from the ischemic region (near apex) were considered (n = 24). The analysis revealed 1911 significantly regulated genes (S3 File). These genes were related to biological processes such as “apoptosis”, “immune response” and “inflammation” (Fig 2A, S4 File). 

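Among the 29 libraries of the infarcted region, 0.923% of 19279 genes were regulated at any timepoint (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All but 13 of them are among the genes that the paper lists. An unadjusted p under 0.05 was found for 2373 genes, against 964 that chance gives. Libraries of the same swine deviated together, with a mean correlation of their deviations from the group means of 0.162, against -0.0756 for libraries of different swine. With the swine as a block, 90 genes were regulated, of which 81 were also regulated without it. The number depended on the processing. When the counts were summed per swine, 0 genes were regulated and 1418 had an unadjusted p under 0.05. DESeq2, the tool of the paper, gave 1452 regulated genes in the same libraries, and with only the libraries that the paper identifies edgeR gave 2048. In that last setting 0–1 h and 1–3 h each came from a single swine, so swine and timepoint were partly the same.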

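In the S4 File, the term regulation of coagulation holds 15 of the paper's regulated genes. All 15 had a higher mean at 1–3 h than at baseline, with a median log2 fold change of 1.33, while the median over all tested genes was 0.29. All 13 genes of the term endothelial cell apoptotic process were tested and 12 were higher at 1–3 h, with a median of 1.21. Of the 19 genes of negative regulation of inflammatory response, 16 were higher, with a median of 0.77. The 7 genes of regulation of execution phase of apoptosis were divided, with 4 higher and 3 lower and a median of 0.03. In the test over all timepoints, 4, 3, 2 and 0 genes of these terms were regulated (coagulation, endothelial cell apoptosis, inflammation and execution phase of apoptosis). With the exclusions rebuilt and DESeq2, a setting chosen after seeing the data, all 15, 13, 19 and 7 genes were. The genes are in these terms because the paper found them regulated in these samples, so their number does not measure an enrichment.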

To understand how these regulated genes were expressed in each sample, we generated a heatmap of the top regulated genes (n = 1000; Fig 2B). 

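The 1000 genes with the smallest p in the test over all timepoints were used to cluster the 29 libraries of the infarcted region (Euclidean distance, complete linkage, genes centred and scaled). When the tree was divided into 2 clusters, 1 cluster held 12 libraries. These were 10 of the 11 libraries of 1–3 h and 2 of the 6 libraries of 0–1 h, and no library of baseline, 2 days or 14 days. The libraries of 1–3 h in it came from all 3 swine. Both 1–3 h libraries with an even count profile were in this cluster. The result depended on the linkage, which the paper's text does not name. With Ward linkage the cluster held all 11 libraries of 1–3 h and 4 of 0–1 h, and with average linkage it was a single library.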

The samples clustered into two groups, separating samples from the early phase after occlusion (all 1–3 h samples and one 0–1 h sample) from the rest. All samples taken at 1–3 h from all three swine were represented in this distinct cluster.

**Fig 2:**
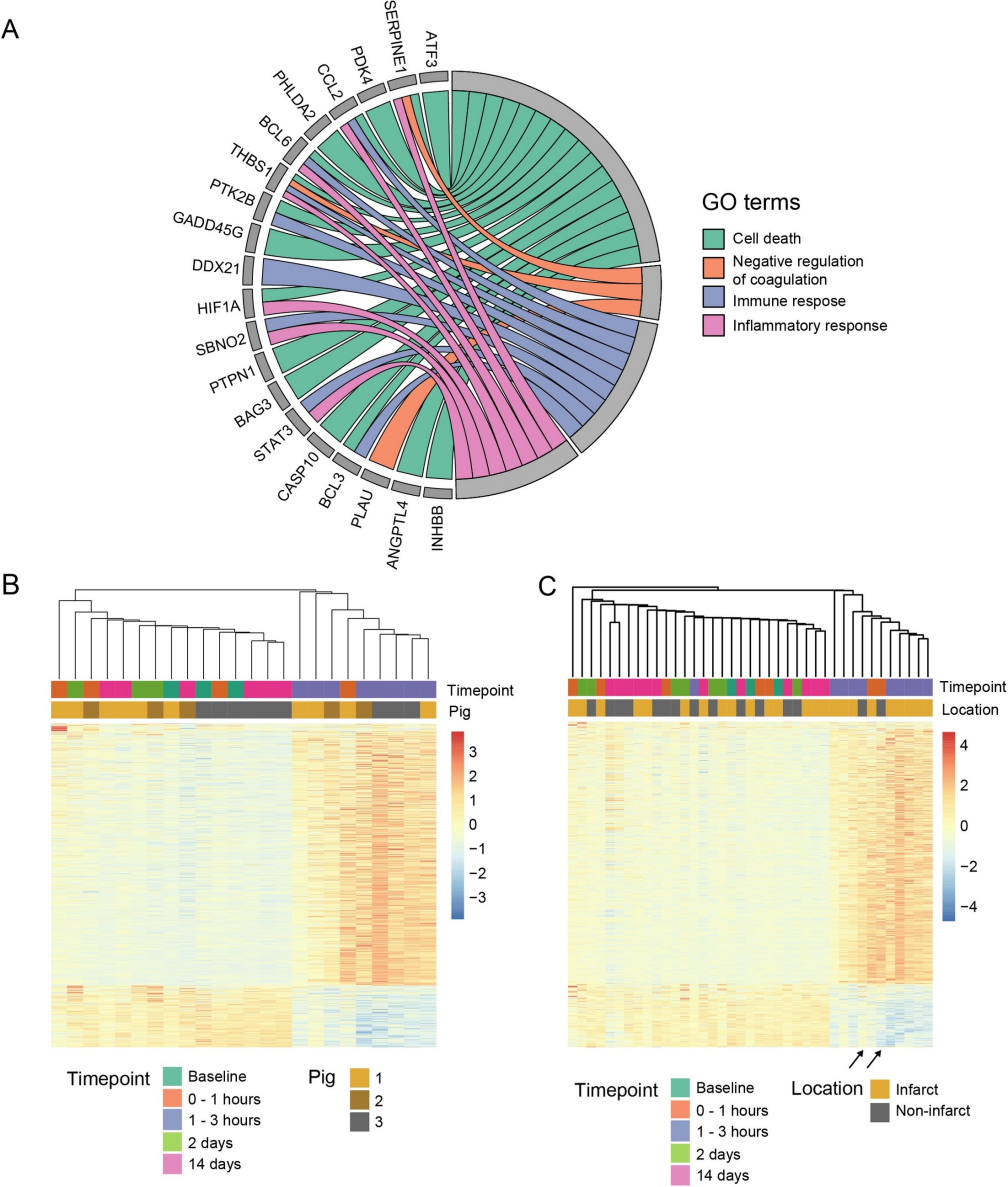
Differential expression analysis. (A) Chord plot of top regulated genes and corresponding enriched biological processes from differential expression analysis between infarcted samples (n = 24). (B) Heatmap of top regulated genes (n = 1000) with hierarchical clustering showing two main groups, where the right cluster is exclusively composed by samples from the first hours after the occlusion. Values are normalized expression values centered and scaled in the row direction. (C) Heatmap of the same genes as in B, but also including samples from the non-infarction region (n = 18). Two samples from non-infarction region (arrows) are clustered with infarcted 1–3 hour samples.

For comparison, DE-analysis was also performed on samples from the non-ischemic region of the heart (n = 18, Table 1). A total of 33 genes were significantly regulated between all timepoints (S3 File), which is notably fewer than the 1911 genes in the previous group. 

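In the 24 libraries of the non-infarcted region, no gene of 22633 was regulated at any timepoint (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the smallest adjusted p was 0.691. An unadjusted p under 0.05 was found for 488 genes, fewer than the 1132 that chance gives. A number under that of chance does not show a lack of change, since the spread is estimated over all libraries of the fit. DESeq2 gave 42 regulated genes in the same libraries, 9 of them among those the paper lists. Of these 24 libraries, 5 had an even count profile. With the exclusions rebuilt, a setting chosen after seeing the data, DESeq2 gave 34 genes, 32 of them in the paper's list.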

The regulated genes were related to processes such as “apoptosis” and “cell death”. To understand the relationship between samples from the infarcted and non-infarcted areas, a heatmap was generated, including all samples from both regions of the heart (Fig 2C). 

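The same 1000 genes were used to cluster the 50 libraries of both regions. The cluster with the larger share of 1–3 h libraries held 11 libraries. It held only 7 of the 11 infarcted-region libraries of 1–3 h, so 4 fell outside it, and 3 of the 21 libraries of the non-infarcted region. The latter were 1 library of 0–1 h and 2 of 1–3 h, and all came from swine 1644. In the 28 genes that the paper lists as regulated at 0–1 h, the mean log2 CPM, taken as an early response score, was 7.19 in the 0–1 h library and 6.52 and 6.05 in the 1–3 h libraries. The score was 1.76 to 2.59 in the 3 baseline libraries. In the other libraries of the non-infarcted region taken in the same hours whose counts were not evenly spread, the score was 3.50 and 2.67 at 0–1 h and 2.59 at 1–3 h. They came from swine 1640 and 5385. The library with a score of 6.05 was 1 of the 6 outliers on component 2. In the infarcted region at 0–1 h, both libraries of swine 1644 had lower scores than its non-infarcted region at the same timepoint, 3.23 and 3.22.

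**Figure D2:**
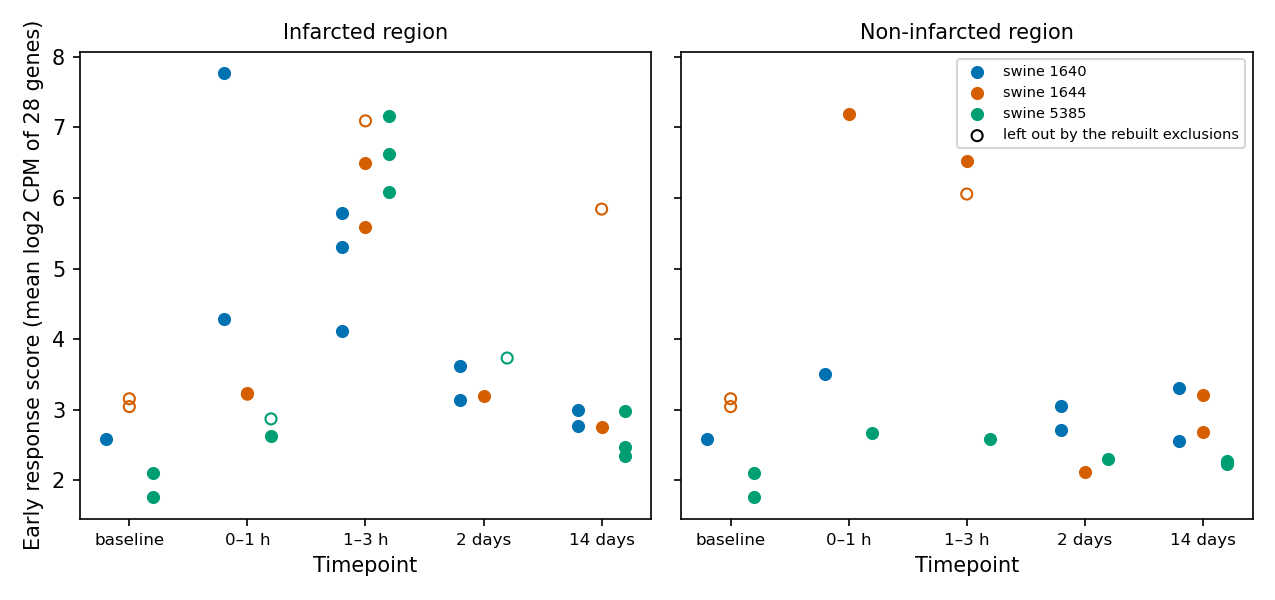
Early response score (y axis, mean log2 CPM of 28 genes) by timepoint (x axis) in the infarcted and the non-infarcted region, 1 point per library and 1 colour per swine, with the baseline libraries in both panels. Open points are libraries left out when the paper's exclusions were rebuilt from the counts. The 3 highest points of the non-infarcted region, between 6.05 and 7.19, belong to swine 1644.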

The heatmap showed that two samples from the non-infarcted region clustered with the 1–3 hour samples from the infarcted region. Both samples were from the same animal. In other words, two out of 18 non-infarcted samples had similar gene expression patterns as the markedly inflamed and apoptotic samples from the infarcted area.

Next, we identified time-specific changes by comparing gene expression at individual time points with baseline samples. As previously, only samples from the ischemic region were initially considered (n = 24). 

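Against baseline, 9 of 19279 genes were regulated at 1–3 h in the infarcted region, 3 up and 6 down (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 9 are in the paper's list for this timepoint. The balance of directions depended on the processing. DESeq2 in the same libraries gave 597 up and 128 down, and edgeR with the exclusions rebuilt, a setting chosen after seeing the data, 98 up among 1.15% of 18089 genes. An unadjusted p under 0.05 was found for 2639 genes. No gene was regulated at 0–1 h, 2 days or 14 days, where 4.64%, 1.08% and 0.503% of genes had an unadjusted p under 0.05. Chance gives 5%. At 2 days, with the same libraries compared, the share was 2.84% with the exclusions rebuilt. With only the libraries that the paper identifies it was 4.96%. The low share at 2 days thus depended on the other libraries in the fit and the genes kept. Shares under 5% do not show a lack of change. With the swine as a block, no gene was regulated at 1–3 h and 1760 had an unadjusted p under 0.05. ENSSSCG00000004092 rose from 4.04 ± 0.50 log2 CPM at baseline (SD, n = 3) to 5.96 ± 0.56 at 1–3 h (SD, n = 11). Its log2 fold change was 1.94 (standard error 0.38, adjusted p = 0.0496 from edgeR's quasi-likelihood test). ENSSSCG00000030358 fell from 4.54 ± 0.14 (SD, n = 3) to 3.17 ± 0.36 (SD, n = 11), a log2 fold change of -1.38. In 0.820% of genes every library of 1–3 h was above every baseline library and in 1.79% every one was below, while chance gives 0.275% for each direction.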

Our analysis revealed regulated genes between baseline and 0–1 hours, 1–3 hours and two days, respectively (Table 2, S3 File). Regulated genes were related to processes such as “coagulation”, “apoptosis”, “inflammatory response” and “cell migration”. These results further confirmed that a local injury and inflammation was captured from the infarcted region in the first three hours following the ischemic event, but less so at later time points. The analysis was repeated on samples from the non-ischemic region, revealing only a single gene changing expression between baseline and 1–3 hours, but no genes between baseline and any of the other timepoints (Table 2, S3 File).

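In the non-infarcted region, no gene was regulated against baseline at any of the 4 timepoints (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 376 genes at 0–1 h, 3256 at 1–3 h, 1173 at 2 days and 753 at 14 days, where chance gives 1132. At 1–3 h, 3 of the 6 libraries had an even count profile. With the exclusions rebuilt, a setting chosen after seeing the data, 402 genes had an unadjusted p under 0.05 at 1–3 h, where chance gives 900. Here too, a number under that of chance does not show a lack of change. The gene that the paper lists at 1–3 h, ZBTB16 (ENSSSCG00000030095, the only identifier in the S3 File for this comparison), lies on chromosome 9 of Sscrofa11.1 from 41639536 to 41839254 and is protein-coding. It had 7.14 ± 0.28 log2 CPM at baseline (SD, n = 3) and 7.51 ± 1.39 at 1–3 h (SD, n = 6). Its log2 fold change was 0.80 (standard error 0.65, adjusted p = 0.415 from edgeR's quasi-likelihood test). In the rebuilt libraries, with 2 libraries at 1–3 h, it was 1.93 (adjusted p = 1 from edgeR's quasi-likelihood test) and 1.98 with DESeq2 (adjusted p = 0.0248). In the infarcted region its log2 fold change at 1–3 h was 1.17 (standard error 0.75, adjusted p = 0.408 from the same test). When the regions were compared with each other at 1–3 h, 1 of 21218 genes was regulated, lower in the infarcted region, and 1049 had an unadjusted p under 0.05. In the same libraries DESeq2 gave 53 genes higher and 1 lower in the infarcted region. The gene regulated in edgeR rested on a single library of the non-infarcted region, with 63.5 times the next highest count. Without that library, edgeR gave 0 regulated genes between the regions.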

**Table 2:** Significantly regulated genes and enriched biological processes at different timepoints.

Comparison	Sampling location	Number of regulated genes (up, down)	Examples of enriched processes
**0–1 h vs baseline**	Infarcted region	28 (28, 0)	Coagulation, apoptosis
	Non-infarcted region	0	-
**1–3 h vs baseline**	Infarcted region	1240 (881, 359)	Cell death, immune response, inflammatory response, coagulation.
	Non-infarcted region	1 (1, 0) (*ZBTB16*)	T-cell differentiation
**2 days vs baseline**	Infarcted region	6 (6, 0)	Cell migration, calcium-independent cell-matrix adhesion
	Non-infarcted region	0	-
**14 days vs baseline**	Infarcted region	0	-
	Non-infarcted region	0	-

To visualize the dynamic changes of some of the regulated genes, the top five regulated genes specific to each timepoint were plotted longitudinally (Fig 3). The plots show that the top regulated genes for the first hours after occlusion, such as *MYC*, *ARC* and *PDK4* were markedly up-regulated in both the 0–1 hour and the 1–3 hour group. 

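All 28 genes that the paper lists as regulated at 0–1 h are also in its list for 1–3 h. In the infarcted region each of the 28 had a higher mean than baseline at both timepoints, with a median log2 fold change of 3.02 at 0–1 h and 4.14 at 1–3 h. The median was 1.24 at 2 days and 0.60 at 14 days. The early response score in the 29 libraries was 2.31 ± 0.42 at baseline (SD, n = 3), 4.17 ± 1.92 at 0–1 h (SD, n = 6) and 5.64 ± 1.43 at 1–3 h (SD, n = 11). All 11 libraries of 1–3 h exceeded every baseline library (two-sided exact permutation test, p = 0.00275, 0.0302 after Benjamini-Hochberg adjustment over 11 comparisons). With the exclusions rebuilt, a setting chosen after seeing the data, the difference was 3.71 with n = 8 (exact permutation test, p = 0.00606, adjusted 0.0667). In that setting all 8 libraries of 1–3 h also exceeded every baseline library. The p of 0.00606 is the smallest that 8 against 3 libraries allow, so on its own it could not be lower after this adjustment. The higher adjusted value therefore does not show a weaker separation. All 6 libraries of 0–1 h also exceeded every baseline library, the lowest with 2.79 against 2.75. The difference in means at 0–1 h was 1.86 (exact permutation test, p = 0.0952, adjusted 0.118), and a single library of swine 1640 had the score of 7.88. The score was 3.47 ± 0.27 at 2 days (SD, n = 3) and 2.87 ± 0.26 at 14 days (SD, n = 6). These genes were chosen by the paper in part of the same libraries, so the score describes them and is no independent test. From the genes regulated between baseline and the early timepoints, the paper concludes that a local injury and inflammation was captured from the infarcted region, and less so at later timepoints.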

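Of the 6 genes that the paper lists for 2 days, 3 are also in its list for 1–3 h and none in that for 0–1 h. All 6 had a higher mean at 2 days than at baseline, with a median log2 fold change of 2.46. At 0–1 h all 6 were higher, with a median of 1.30, at 1–3 h 5 of the 6, with a median of 1.34, and at 14 days all 6 were higher, with a median of 0.95. ENSSSCG00000014997, which Fig 3 plots without a symbol, had 3.54 ± 0.59 log2 CPM at baseline (SD, n = 3), 4.30 ± 0.19 at 0–1 h (SD, n = 6), 4.80 ± 0.99 at 1–3 h (SD, n = 11), 4.82 ± 0.26 at 2 days (SD, n = 3) and 3.99 ± 0.17 at 14 days (SD, n = 6). Its log2 fold change was 1.45 at 1–3 h (standard error 0.47, adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 2 days it was 1.24 (standard error 0.54, unadjusted p = 0.0289, adjusted p = 1 from the same quasi-likelihood test of edgeR). With all sequenced libraries, its log2 fold change at 2 days turned to -0.95. That setting adds libraries that the paper left out, and 5 of its 9 libraries of 2 days had an even count profile. At 1–3 h, DESeq2 in the 29 libraries gave 1.58 (adjusted p = 0.00626 from its Wald test). Of 21 settings, the gene was regulated at 1–3 h in 9, of them 2 of the 13 planned.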

For the day two genes, *FN1* and *CILP* were specifically up-regulated, whereas *TNC* and *FAM111A* were also upregulated after three hours. These results confirm that the genes were dynamically up- and down regulated with some overlap between adjacent timepoints.

**Fig 3:**
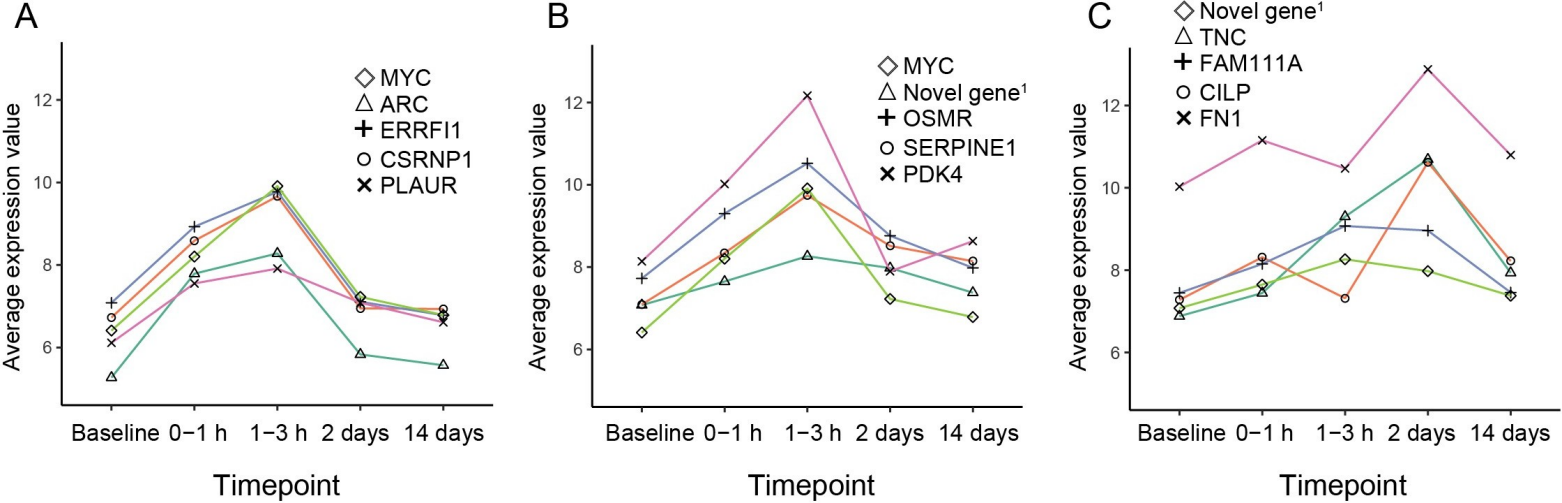
Longitudinal plots of average gene expression values (normalized and transformed counts) for top regulated genes from each timepoint compared to baseline. (A) Top genes (n = 5) for the 0–1 hours timepoint. (B) Top genes (n = 5) for the 1–3 hours timepoint. (C) Top genes (n = 5) for the two days timepoint. Novel gene^1^ = *ENSSSCG00000014997*.

Evidently, the gene expression analyses revealed distinct changes at the early timepoints after the ischemic event, but to a lesser extent at later timepoints. To look further for later changes, we explored the literature for known markers. In a recent gene expression study on swine myocardium, Hinkel and colleagues used a deconvolution strategy to estimate the proportion of different cell types in swine myocardium after an infarction [13]. They found increased proportions of macrophages and fibroblasts in myocardial samples 33 days after a large infarction, compared to non-infarcted controls. To test whether this finding was present in our data, as an indication of late tissue changes, we used the same deconvolution strategy (Fig 4, S5 File). 

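In the 12 libraries of the S5 File, the score of the paper's 6 genes for 2 days (mean log2 CPM) was 4.43 ± 0.25 at baseline (SD, n = 3), 7.03 ± 0.27 at 2 days (SD, n = 3) and 5.21 ± 0.30 at 14 days (SD, n = 6). All libraries of 2 days exceeded all those of 14 days (two-sided exact permutation test, p = 0.0119). The adjusted p was 0.0357 over the 6 comparisons of these libraries and 0.0655 over 11 comparisons of the score in all groups. With the exclusions rebuilt, a setting chosen after seeing the data, it was 0.0437 over 11 comparisons. All libraries of 14 days also exceeded those of baseline, by 0.78 (exact permutation test, p = 0.0119, with the same adjusted values). The paper chose these 6 genes for their difference between 2 days and baseline in the same libraries of these groups, so low values at baseline and high values at 2 days are built in and these tests are not independent. For 2 days against baseline the exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The 5 top outlier genes of the S3 File had a mean log2 CPM of 10.27 ± 0.52 at baseline (SD, n = 3), 11.98 ± 0.49 at 2 days (SD, n = 3) and 10.71 ± 1.09 at 14 days (SD, n = 6). Their difference between 2 days and baseline was 1.71 (exact permutation test, p = 0.1, adjusted 0.129), and between 2 and 14 days 1.27 (exact permutation test, p = 0.107, adjusted 0.129). The baseline libraries came from swine 1640 and 5385 and those of 2 days from swine 1640 and 1644, so swine and timepoint were partly the same. Within swine 1640, the score of the 6 genes was 4.62 at baseline and 6.87 and 7.35 at 2 days.

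**Figure D3:**
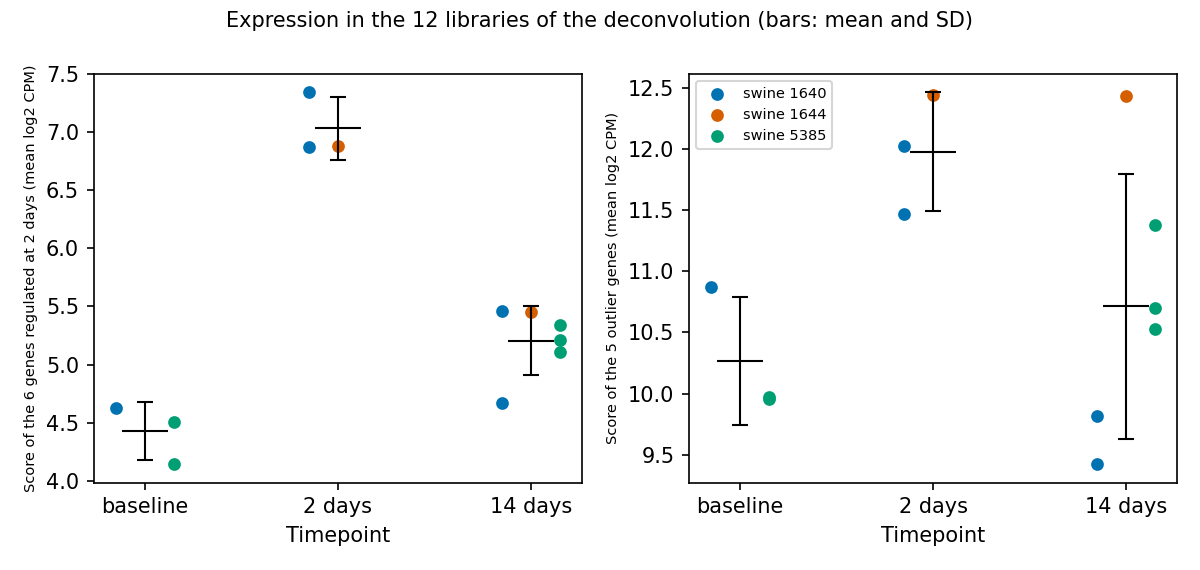
Scores of the paper's 6 genes for 2 days (left) and of the 5 outlier genes (right) as mean log2 CPM (y axes) by timepoint (x axes) in 12 libraries, 1 point per library and 1 colour per swine, with the mean and SD as bars. The 3 libraries of 2 days lie between 6.87 and 7.35 on the left, above all others, and overlap with those of 14 days on the right.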

The results showed an increased estimated proportion of fibroblasts and a reduced proportion of cardiomyocytes after two days compared to baseline (unpaired t-test, adjusted p value < 0.02 and < 0.01 respectively). 

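An exact permutation test, two-sided, was applied to the paper's estimated proportions in the S5 File. The paper's mean proportion of fibroblasts is 0.0166 ± 0.0287 (SD, n = 3) at baseline, 0.0965 ± 0.0285 (SD, n = 3) at 2 days and 0.0211 ± 0.0306 (SD, n = 6) at 14 days. Between 2 and 14 days the exact permutation test gave p = 0.0238 for fibroblasts and p = 0.0119 for cardiomyocytes, and 0.143 for both after Benjamini-Hochberg adjustment over 12 comparisons. The p of 0.0119 is the smallest that 3 against 6 libraries allow, so no comparison could pass 0.05 on its own after this adjustment. Between 2 days and baseline the proportions of both cell types did not overlap, and it gave p = 0.1 (0.24 after adjustment). This is the smallest p that 3 against 3 libraries allow, so the test could not pass 0.05. Between 14 days and baseline p was 0.833 for fibroblasts and 0.56 for cardiomyocytes in the same exact test. In swine 1640 alone, the fibroblast proportion was 0.0377 higher at 2 days (2 libraries) than at baseline (1 library), against 0.0799 over all swine.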

The same difference was found between day two and 14 (unpaired t-test, adjusted p value < 0.02 and < 0.01 respectively), but not between baseline and day 14 (p > 0.05). 

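For macrophages, the paper's proportions at 2 days lay above those at baseline in all 3 libraries, with a difference of 0.0215 (exact permutation test, p = 0.1, the smallest the group sizes allow). Between 2 and 14 days the difference was 0.0119 (exact permutation test, p = 0.321, adjusted 0.518). Endothelial cells had a proportion above 0 in 1 of the 12 libraries, at 2 days, so groups could not be told apart.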

There was no significant difference for macrophages or endothelial cells (p > 0.05). Only samples from the ischemic region at baseline, day two and day 14 (n = 12) were considered for this analysis.

**Fig 4:**
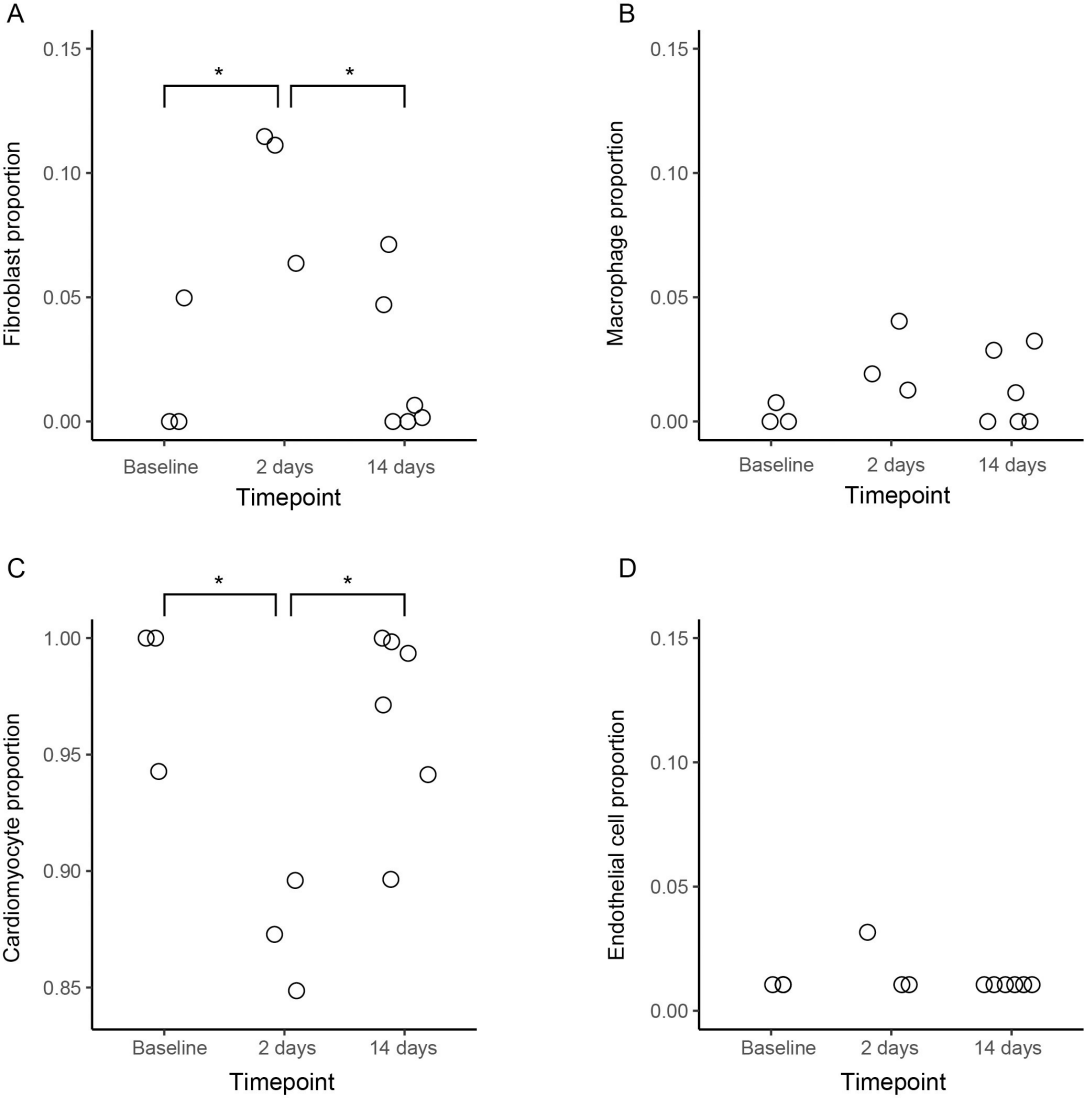
Estimated proportions of cell types in myocardial samples (n = 12). (A) Estimated proportion of fibroblasts. Significant difference between baseline and day two samples (unpaired t-test, adjusted p value < 0.02), as well as between day two and day 14 samples (adjusted p value < 0.02). (B). Estimated macrophage proportion. No significant differences between groups (adjusted p values > 0.05). (C) Estimated proportion of cardiomyocytes. Significant difference between baseline and day two samples (adjusted p value < 0.01), as well as between day two and day 14 samples (adjusted p value < 0.01). (D) Estimated endothelial cell proportion. No significant differences between groups (adjusted p values > 0.05).

## Discussion

The recently described myocardial micro-biopsy (micro-EMB) procedure is the first attempt to miniaturize conventional EMB in order to increase flexibility and safety, while still generating robust and useful molecular data from all parts of the heart. Coupled with RNA-seq, micro-EMB can potentially become a useful asset in clinical diagnosis and research investigations. However, a key question towards its usability was whether it can be used to detect disease related gene expression changes, despite the small sample sizes. The results from this pilot study clearly suggest that it indeed can, as early inflammatory changes after an ischemic event were distinctly identified. All samples harvested from the infarcted region after 1–3 hours clustered together and showed a clear up- or downregulation of a specific set of genes. These samples represented all three swine, demonstrating reproducibility.

Early responding genes were related to processes such as apoptosis and inflammation, which is consistent with previously described findings [16, 17]. The capability to detect disease-related changes was highlighted by the fact that all samples harvested at 1–3 hours showed similar expression patterns. However, there were fewer regulated genes at day two and none at day 14. In a recent study of myocardial infarction in swine, significant differences were detected as late as 33 days after a large infarction [13]. However, the infarction created in that specific study was significantly larger and also caused heart failure. The relatively small infarction used in this study, few sample replicates, and the limited visual guidance provided by conventional fluoroscopy alone, could have contributed to difficulty in detecting later changes. Deconvolution analysis suggested increased presence of fibroblasts and conversely a reduced proportion of cardiomyocytes after two days compared to baseline. These findings suggest that there is a capability to detect relatively late changes despite the small infarction size. However, since the estimation of cell proportions is still based on the gene expression profiles, this data suffers from the same limitations as the gene expression analysis. Since conventional EMB was not used in the current study, it cannot be concluded whether the failure to detect later changes was influenced by the reduction of sample tissue size, compared to larger samples from the conventional device.

Analysis of samples from the non-infarcted myocardial regions revealed only 33 regulated genes. This was expected considering the small infarction. Surprisingly, two distant samples clustered with 1–3-hour samples taken from the infarcted region (Fig 2C). This finding most likely represents sampling inaccuracy. It seems that two of the distant samples were in fact harvested from or near the ischemic/infarcted area. As mentioned, when using basic fluoroscopic guidance, the ability to detect and target an ischemic lesion is limited. Sampling accuracy may improve with the use of other guidance techniques, such as cardiac magnetic resonance (CMR) imaging or an electroanatomical mapping system [18–20]. We did not have access to these techniques when the study was performed.

This study also highlights the capability to safely study individuals (animals or human) longitudinally with micro-EMB. Due to the reduced trauma, the method allows repeated sampling over time with low risks of complications. This is supported by the fact that all three swine in this study survived and did not suffer from any major complication such as tamponade or sustained arrhythmia, despite extensive sampling during and soon after occlusion of the left anterior descending artery (LAD). This finding is noteworthy given the known myocardial sensitivity in swine [14, 15]. Our study also highlights the flexible navigation possibilities with the new miniaturized device. Using pre-shaped guiding catheters (4–5 French), or low-profile deflectable guiding catheters, allows sampling from different parts of the ventricular walls. Whether these capabilities translate to the clinical situation in humans with chronic heart disease must be studied in larger animal studies and clinical trials before conclusions can be drawn.

The study was limited by relatively few replicates from each timepoint. It is known from our previous work that the inclusion rate of sequenced micro-EMB procedure is around 80%, due to small and extremely selective sampling, which has to be accounted for when preparing analyses [5]. The study was also limited by partly inaccurate sampling of infarcted and non-infarcted areas, which could potentially be addressed with supplemental endovascular guidance techniques. As this was a pilot study and not intended to develop a diagnostic test, relatively few animals were enrolled, and there was no control group. Additional replicates would have been required for development and cross-validation of a diagnostic test. Moreover, the rate and number of biopsies was not adapted to a clinical context, as the sampling was more extensive than what is typically performed in the clinic. It should also be noted that transcriptomic analysis is not the only method for molecular tissue analysis. For instance, previous studies have demonstrated proteomic changes after myocardial infarction [21]. However, proteomic analyses generally require larger tissue samples and are also currently less explored in a clinical context compared to transcriptomics. Due to the small size of micro-EMB tissue samples (around 10 μg), proteomic assays are currently challenging to implement.

In conclusion, this pilot study showed that micro-EMB with RNA-seq can capture early gene expression changes after cardiac ischemia, demonstrating its potential for future clinical and research applications. Future studies could focus on improving the sampling guidance and test the diagnostic performance in relevant diseases, compared to other methods.

## Materials and methods

### Study design

The purpose of this pilot study was to evaluate the ability to capture gene expression changes in a myocardial disease model, using a micro-EMB device (Fig 1A). Three female mixed breed Yorkshire-Swedish farm pigs (weight 34.2–36.5 kg) were used. Baseline micro-EMB samples were acquired before a balloon catheter was placed in the distal LAD. The balloon was inflated for 60 minutes before re-perfusion. The occlusion time was selected to cause infarction in at least some of the tissue, while simulating a reasonable clinical scenario with reperfusion treatment. Continuous arterial blood pressure, ECG and oxygen saturation was measured before, during, and after occlusion. From the point of inflation and onwards, micro-EMB samples were acquired continuously up to three hours from inflation (approximately every 3–5 minutes). Some biopsies were harvested apically in the left ventricle (LV), from the presumed ischemic or infarcted region, whereas others were harvested more laterally and basal from a non-ischemic region. Additional micro-EMB samples from both regions were acquired at two days and 14 days after the initial intervention. The number of harvested biopsies was selected to maximize statistical power.

Myocardial infarction was confirmed by ECG changes, visual inspection of the myocardium post-mortem, and by troponin assays. Histology was not considered necessary, as the presence of infarction was apparent on necropsy.

A subset of the harvested micro-EMB samples was selected for RNA-seq. The RNA-seq data was analyzed to detect relevant gene expression changes at different timepoints.

### Ethical considerations and animal husbandry

All research was conducted in accordance with national and local guidelines for Sweden and Karolinska Institutet respectively. All animal experiments had prior ethical approval from the local ethics committee (Stockholms Norra Djurförsöksetiska Nämnd, Stockholm, Sweden). All experiments were performed in accordance with ‘Principles of Laboratory Animal Care’ formulated by the National Society for Medical Research as well as the ‘Guide for the Care and Use of Laboratory Animals’ prepared by the Institute of Laboratory Animal Resources.

### Intervention and monitoring of complications

Animals were pre-medicated with sedatives (intramuscular injection of tiletamine 2.5 mg/kg, zolazepam 2.5 mg/kg and medetomidine 0.1 mg/kg) and taken to an angiography suite (Allura XD20, Philips, Amsterdam, the Netherlands). The animals were intubated and mechanically ventilated while receiving standard surgical anesthetic care. Anesthesia was induced with i.v. propofol (20 mg) or i.v. sodium pentobarbital (120–180 mg) and maintained with sodium pentobarbital infusion (15–20 mg/kg/hour) or inhaled isoflurane (0.5–1.5%). Analgesia was achieved using i.v. fentanyl (100 μg/hour). Throughout intervention, the animals were monitored for complications using three-lead ECG, continuous arterial blood pressure measurement, oxygen saturation, temperature, and urine production. Any complications during intervention were noted, such as abnormal blood pressure, oxygen saturation, and sustained arrhythmia (defined as non-sinus rhythm for over 30 seconds and/or requiring treatment). Animals were treated with 75 mg amiodarone i.v. twice: just before intervention and after one hour. Venous blood samples were acquired before and after ischemia to evaluate myocardial troponin. After intervention, animals were treated with buprenorphine 0.01–0.05 mg/kg i.m. and meloxicam 2–3 mg/kg i.m, once daily as analgesia. Between biopsy sessions, animals were monitored by laboratory animal care staff specifically trained in large animal husbandry, under veterinarian supervision. Any symptoms or complications were noted.

At the initial intervention, baseline micro-EMB samples were first acquired, followed by coronary angiography using a 6 F Convey (Boston Scientific, Marlborough, MA, USA) hockey stick guide catheter to verify normal coronary artery anatomy. A microwire (Choice floppy, Boston Scientific) was placed in the LAD and a 15 mm x 1.5–2 mm balloon catheter (Emerge, Boston Scientific) was advanced just beyond the third diagonal artery. The balloon was inflated, and a left coronary artery angiography was performed to confirm balloon occlusion. After 60 minutes, the balloon was deflated, and a left coronary artery angiography was repeated to verify reperfusion.

All biopsies were obtained using a transfemoral approach, using the same technique as described previously [5]. In short, a 5 F or 7 F short sheath (Saint Jude Medical, Little Canada, MN, USA) was used to gain access to the femoral artery, and a standard 1.66 mm (5 F) or 1.33 mm (4 F) straight diagnostic catheter (Torcon NB advantage, Cook Medical, Bloomington, IN, USA) was used to access the LV. The micro-biopsy samples were taken by advancing a 2.7 F micro-catheter housing the biopsy device into the LV. In the LV, the micro-biopsy device alone was advanced into the myocardium. Inside the myocardium, the cutting tip of the device was advanced, rotated 180 degrees, and retracted to pinch off a tissue sample. After retraction of the biopsy device, the samples were retrieved from the device, with aid of a surgical microscope. The samples were stored in 0.2 ml PCR tubes and immediately placed on dry ice before storage at -80° C.

For follow-up biopsies on day two and 14, animals were pre-medicated and anesthetized as above. Biopsies were taken in the same manner, targeting both the apical, previously infarcted region, and the basolateral non-infarcted myocardium. After biopsies on day two and 14, left ventriculography was performed to evaluate tamponade, gross left ventricular dysfunction, and ventricle wall rupture. After the final biopsy at day 14, the animals were sacrificed by overdose of i.v. sodium pentobarbital (100 mg/kg), and the heart was examined grossly for pathology. Post-mortem examination included assessment of pericardial effusion, ventricular wall injury, infarction, valve damage, intraventricular thrombus, and mural hematoma. Significant pericardial effusion was defined as >20 ml of fluid in the pericardium, and any blood in pericardium was noted.

### Sample preparation and RNA-sequencing

RNA was isolated using the same technique as previously described [5]. For total RNA isolation, a modified version of Agencourt RNAdvance tissue kit (Beckman Coulter, Indianapolis, IN, USA) was used. The kit protocol was modified by reducing all reagent volumes to 1/13. In the homogenization step, the samples were vortexed and centrifuged with standard benchtop equipment. Any remaining bulk tissue, after homogenization, was discarded before proceeding with the protocol. The RNA isolation was performed in different batches, to minimize bench-time for each sample. The samples were randomly assigned to each batch, using a random number generator in Microsoft Excel. Libraries were prepared with the SMARTer Pico Stranded Total RNA-Seq Kit (Takara Bio Inc.). Libraries were pooled and sequenced on the Illumina NovaSeq platform (Illumina, San Diego, CA, USA) using 2×50 base pair reads. After generation of gene expression data, PCA plots were colored and shaped based on batch number to confirm that the expression patterns were not driven by batch effects.

### Data analysis and statistics

Raw sequencing reads were mapped to the pig genome assembly Sscrofa11.1, using STAR RNA-seq aligner [22]. The package featureCounts [23] was used to assign the reads to genes. All downstream analyses, starting from the gene count matrix, were performed using the R statistical computing language, version 4.0.2. For all visualizations, gene counts were transformed and normalized with DESeq2, using variance stabilizing transformation [24].

Mitochondrial, ribosomal, and lowly expressed genes (defined as count per million less than 1 in at least 20% of the samples) were excluded, leaving 22843 genes in the count matrix. Samples with abnormal quality control parameters, such as total number of mapped reads or percentage of genes mapped to features, were excluded. Blood contaminated samples were identified with a panel of blood characteristic genes, using a similar method as previously described [5]. Outlier samples with regard to gene expression patterns (n = 6) were observed in the initial PCA and characterized by differential expression (DE) analysis. Analysis revealed up-regulation of genes related to collagen, indicating high fibrous content compared to the remaining myocardial samples. These samples were excluded. PCA was used to confirm the data quality of the remaining samples and to look for batch effects, which were not present.

DE analysis was performed using the DESeq2 package [24]. Myocardial samples from the ischemic region were compared with a global model, using timepoint as the only term in the design formula. A likelihood ratio test was performed with default parameters. Specific timepoints were compared by individual Wald tests. Samples from the non-ischemic regions were analyzed separately, using the same methods and thresholds as for the infarcted samples.

Samples were clustered by unsupervised hierarchical clustering. Enrichment analysis was performed with the g:Profiler web tool [25], using the Benjamin-Hochberg (BH) method for multiple test correction. To estimate the proportion of different cell types in the myocardial samples, a deconvolution technique was used, using the CIBERSORTx tool [26]. A signature matrix was provided by Hinkel and colleagues, based on bulk and single-cell RNA-sequencing data from mouse [13]. The signature matrix was uploaded together with our gene expression matrix in transcripts per million (TPM). The resulting table of estimated cell type proportion was used for plotting and statistical analysis with t-tests. Correction for multiple testing was done with the BH method. Adjusted p-values of 0.05 or less were considered significant.

## Supporting information

S1 Fig Troponin-T assays. Troponin-T assays from venous blood drawn at different timepoints show a distinct surge in all swine (n = 3) at three hours after left anterior descending artery occlusion, indicating myocardial injury.
(TIF) Click here for additional data file.

S2 Fig Distribution of samples including outliers. (A) PCA plot of top 500 high variance genes on all samples after excluding technically failed samples (n = 59). The plot shows good separation between blood and myocardial samples, apart from outlier samples marked by a dashed rectangle (n = 6). (B) Heatmap of normalized expression of genes up-regulated in heart samples (n = 198, top rows) and the outlier samples (n = 206, bottom rows). All heart samples were included (n = 45). Outlier samples indicated in (A) constitute a separate cluster (bottom bracket).
(TIF) Click here for additional data file.

S1 File Hemodynamic parameters measured during LAD occlusion. (XLSX) Click here for additional data file.

S2 File Number and characteristics of all biopsies. (XLSX) Click here for additional data file.

S3 File Lists of outlier and DE genes at different timepoints and locations. (XLSX) Click here for additional data file.

S4 File Output from gene ontology analysis. (CSV) Click here for additional data file.

S5 File Deconvolution data. (XLSX) Click here for additional data file.

## References

[1] LeoneO, VeinotJP, AngeliniA, BaandrupUT, BassoC, BerryG, et al. 2011 Consensus statement on endomyocardial biopsy from the Association for European Cardiovascular Pathology and the Society for Cardiovascular Pathology. Cardiovasc Pathol. 2012;21: 245–274. 10.1016/j.carpath.2011.10.001 22137237

[2] SinghV, MendirichagaR, SavaniGT, RodriguezA, BlumerV, ElmariahS, et al. Comparison of Utilization Trends, Indications, and Complications of Endomyocardial Biopsy in Native Versus Donor Hearts (from the Nationwide Inpatient Sample 2002 to 2014). Am J Cardiol. 2017. 10.1016/j.amjcard.2017.10.021 29197471

[3] KhanT, SelvakumarD, TrivediS, RaoK, HarapozM, ThiagalingamA, et al. The value of endomyocardial biopsy in diagnosis and guiding therapy. Pathology (Phila). 2017. 10.1016/j.pathol.2017.08.004 29021100

[4] Cooper LeslieT. Role of Left Ventricular Biopsy in the Management of Heart Disease. Circulation. 2013;128: 1492–1494. 10.1161/CIRCULATIONAHA.113.005395 24004502

[5] GrankvistR, ChirehA, SandellM, MukarramAK, JaffN, BerggrenI, et al. Myocardial micro-biopsy procedure for molecular characterization with increased precision and reduced trauma. Sci Rep. 2020;10: 8029. 10.1038/s41598-020-64900-w 32415191PMC7229024

[6] SweetME, CoccioloA, SlavovD, JonesKL, SweetJR, GrawSL, et al. Transcriptome analysis of human heart failure reveals dysregulated cell adhesion in dilated cardiomyopathy and activated immune pathways in ischemic heart failure. BMC Genomics. 2018;19: 812. 10.1186/s12864-018-5213-9 30419824PMC6233272

[7] HalloranPF, ReeveJ, AkalinE, AubertO, BohmigGA, BrennanD, et al. Real Time Central Assessment of Kidney Transplant Indication Biopsies by Microarrays: The INTERCOMEX Study. Am J Transplant. 2017;17: 2851–2862. 10.1111/ajt.14329 28449409

[8] HalloranPF, PotenaL, Van HuyenJ-PD, BrunevalP, LeoneO, KimDH, et al. Building a tissue-based molecular diagnostic system in heart transplant rejection: The heart Molecular Microscope Diagnostic (MMDx) System. J Heart Lung Transplant. 2017;36: 1192–1200. 10.1016/j.healun.2017.05.029 28662985

[9] CabiatiM, SveziaB, MatteucciM, BottaL, PucciA, RinaldiM, et al. Myocardial Expression Analysis of Osteopontin and Its Splice Variants in Patients Affected by End-Stage Idiopathic or Ischemic Dilated Cardiomyopathy. PloS One. 2016;11: e0160110. 10.1371/journal.pone.0160110 27479215PMC4968805

[10] Makkar RajR., Smith RachelR., Czer LawrenceS.C., Russell StuartD., GerstenblithGary, MarbánEduardo. Letter by Makkar et al Regarding Article, “Cell Therapy for Heart Failure: A Comprehensive Overview of Experimental and Clinical Studies, Current Challenges, and Future Directions.” Circ Res. 2014;115: e32–e32. 10.1161/CIRCRESAHA.114.305216 25378532

[11] ZaragozaC, Gomez-GuerreroC, Martin-VenturaJL, Blanco-ColioL, LavinB, MallaviaB, et al. Animal Models of Cardiovascular Diseases. J Biomed Biotechnol. 2011;2011: 1–13. 10.1155/2011/497841 21403831PMC3042667

[12] LiY, WangC, LiT, MaL, FanF, JinY, et al. The whole transcriptome and proteome changes in the early stage of myocardial infarction. Cell Death Discov. 2019;5: 1–9. 10.1038/s41420-019-0152-z 30854232PMC6399251

[13] HinkelR, RamanujamD, KaczmarekV, HoweA, KlettK, BeckC, et al. AntimiR-21 Prevents Myocardial Dysfunction in a Pig Model of Ischemia/Reperfusion Injury. J Am Coll Cardiol. 2020;75: 1788–1800. 10.1016/j.jacc.2020.02.041 32299591

[14] LubberdingAF, SattlerSM, FlethøjM, Tfelt-HansenJ, JespersenT. Comparison of hemodynamics, cardiac electrophysiology, and ventricular arrhythmia in an open- and a closed-chest porcine model of acute myocardial infarction. Am J Physiol Heart Circ Physiol. 2020;318: H391–H400. 10.1152/ajpheart.00406.2019 31922881

[15] MaxwellMP, HearseDJ, YellonDM. Species variation in the coronary collateral circulation during regional myocardial ischaemia: a critical determinant of the rate of evolution and extent of myocardial infarction. Cardiovasc Res. 1987;21: 737–746. 10.1093/cvr/21.10.737 3440266

[16] MikaelianI, ColuccioD, MorganKT, JohnsonT, RyanAL, RasmussenE, et al. Temporal Gene Expression Profiling Indicates Early Up-regulation of Interleukin-6 in Isoproterenol-induced Myocardial Necrosis in Rat. Toxicol Pathol. 2008;36: 256–264. 10.1177/0192623307312696 18413786

[17] BinekA, Fernández-JiménezR, JorgeI, CamafeitaE, LópezJA, BagwanN, et al. Proteomic footprint of myocardial ischemia/reperfusion injury: Longitudinal study of the at-risk and remote regions in the pig model. Sci Rep. 2017;7: 12343. 10.1038/s41598-017-11985-5 28955040PMC5617837

[18] de Silva RanilGutiérrez Luis F., Raval AmishN., McVeigh ElliotR., OzturkCengizhan, Lederman RobertJ. X-Ray Fused With Magnetic Resonance Imaging (XFM) to Target Endomyocardial Injections. Circulation. 2006;114: 2342–2350. 10.1161/CIRCULATIONAHA.105.598524 17101858PMC2020803

[19] BehmP, GastlM, JahnA, RohdeA, HaberkornS, KruegerS, et al. CMR-guidance of passively tracked endomyocardial biopsy in an in vivo porcine model. Int J Cardiovasc Imaging. 2018;34: 1917–1926. 10.1007/s10554-018-1402-5 29923157

[20] RogersT, RatnayakaK, KarmarkarP, Campbell-WashburnAE, SchenkeWH, MazalJR, et al. Real-Time Magnetic Resonance Imaging Guidance Improves the Diagnostic Yield of Endomyocardial Biopsy. JACC Basic Transl Sci. 2016;1: 376–383. 10.1016/j.jacbts.2016.05.007 27631028PMC5019188

[21] Di SilvestreD, BrambillaF, ScardoniG, BrunettiP, MottaS, MatteucciM, et al. Proteomics-based network analysis characterizes biological processes and pathways activated by preconditioned mesenchymal stem cells in cardiac repair mechanisms. Biochim Biophys Acta Gen Subj. 2017;1861: 1190–1199. 10.1016/j.bbagen.2017.02.006 28286014

[22] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29: 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[23] LiaoY, SmythGK, ShiW. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinforma Oxf Engl. 2014;30: 923–930. 10.1093/bioinformatics/btt656 24227677

[24] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[25] RaudvereU, KolbergL, KuzminI, ArakT, AdlerP, PetersonH, et al. g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res. 2019;47: W191–W198. 10.1093/nar/gkz369 31066453PMC6602461

[26] NewmanAM, SteenCB, LiuCL, GentlesAJ, ChaudhuriAA, SchererF, et al. Determining cell type abundance and expression from bulk tissues with digital cytometry. Nat Biotechnol. 2019;37: 773–782. 10.1038/s41587-019-0114-2 31061481PMC6610714

How the deposited data were processed for this re-analysis (not part of the article)

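Micro-EMB from the infarcted (apical) and non-infarcted (lateral) region and blood of 3 swine were sequenced as 85 libraries. The authors mapped the reads to the pig assembly Sscrofa11.1 with STAR, assigned them to Ensembl genes with featureCounts and deposited the counts of all libraries without normalization. The column labels mark counting without regard to strand. The values were whole numbers in every library, and the raw reads were not analysed here. Total counts had a median of 8431393 per library, and 1 blood library of 2 days was at 11505. Counts of a gene in 1 library carry counting error and the difference between biopsies, and molecules counted more than once were not marked.

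Libraries were grouped by region and timepoint from the sample labels, except at baseline. The labels place the baseline micro-EMB libraries in the apical region, while the paper states that they were not targeted to a region. They served as baseline for both regions, as in the paper. A difference of sampling site thus cannot be excluded where the non-infarcted region is compared with baseline. Which libraries the paper kept was taken from the S5 File for the infarcted region at baseline, 2 days and 14 days, and from Table 1 where every sequenced library of a group was kept. Fig 2B identifies 2 libraries of 0–1 h and 3 of 1–3 h. In groups that are not fully identified, every library with at least 10% of the median total count was used. This gave 29 libraries for the infarcted and 24 for the non-infarcted region, with 3 baseline libraries in both.

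The choice of libraries, tests, filters, named genes and alternatives was made, except where a later choice is stated, before the data were examined. Genes with a CPM of at least 1 in at least 20% of the libraries of a fit were kept. edgeR 4.0.16 in R 4.3.3 was used with TMM normalization and its quasi-likelihood test, with timepoint as the only term and each library as a replicate. The regions were compared at 1–3 h in a fit of the 50 libraries of both. Regulated genes had an adjusted p-value of 0.05 or less after Benjamini-Hochberg adjustment. DESeq2 1.42.0 (Wald test, and likelihood ratio test for any timepoint) and limma 3.58.1 (voom) were the other tools. The swine number in the labels was the block in the paired alternative, since libraries of the same number come from the same animal.

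PCA used log2 CPM with a prior count of 2 and the 500 most variable genes. Clustering used the 1000 genes with the smallest p over all timepoints, Euclidean distances, complete linkage and 2 clusters. Scores were means of log2 CPM over the 28 genes the paper lists for 0–1 h, its 6 genes for 2 days and its 5 outlier genes. Scores of groups were compared with exact two-sided permutation tests over all divisions of the libraries. Scores that compare single libraries with left-out ones or across regions were computed in all 47 micro-EMB libraries without an even count profile, for libraries inside the fits as well. Group means and their tests used the 50 libraries of the fits, so the same library can carry 2 slightly different scores, such as a highest baseline score of 2.59 and 2.75.

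The genes named were those the paper names and, for 1–3 h against baseline, the genes with the smallest adjusted p in each direction whose libraries of 1–3 h all lay on one side of all baseline libraries. The rule allowed 5 in each direction, and at most 2 identifiers are printed because the tables do not pair identifiers with gene names. ZBTB16 was paired with its identifier because it is the only gene in the paper's list for its comparison. Mitochondrial and ribosomal genes could not be found without names and were kept, and scores of marker genes of cell types were not computed. The signature matrix behind the paper's cell type proportions was not used here, so those proportions were tested as the S5 File gives them.

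The paper's exclusions were rebuilt from the counts after the data had been seen and with the group sizes of Table 1 known. Libraries were left out when their 10 most counted genes held under 7% of the counts, or 60% or more, or when component 2 of the PCA was above 25. The rebuilt group sizes equal those of Table 1 in every micro-EMB group, but which libraries the paper left out remains an inference. With blood included, 51 libraries were kept in this way against the paper's 53, so the rules did not give the paper's numbers for blood.

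The tests were tried on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by a log2 fold change of 3, in 5 draws. In the 29 libraries, edgeR called 58.5% of the changed genes with 1.93% false calls among its calls, DESeq2 74.2% with 29.2%, and limma-voom 58.9% with 9.96%. In the 24 libraries of the rebuilt exclusions the values were 74.4% and 3.25%, 84.5% and 21.1%, and 70% and 9.24%. Simulated libraries were drawn independently, while real libraries of the same swine in the infarcted region deviated together. The percentages hold for this setting and do not measure power or false calls in the real data.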

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

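Of the tests in this part, that of the single library at ENSSSCG00000017343 was chosen only after the result was seen. Those of left-out libraries rest on the rebuilt exclusions, which were also set after the data had been seen. In groups of 4 to 10 libraries, 3 of 37 sets of values held a library far from the others, where chance gives 1.85.

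In an infarcted-region library of 0–1 h from swine 1644, the 10 most counted genes held 63.9% of the counts, and the next highest of the 6 libraries had 32.4%. The paper excluded 2 samples for blood contamination without identifying them in its text. Whether this library is one of them is not known. In the PCA of 84 libraries it lay nearer to blood than to micro-EMB libraries. The blood libraries without an even count profile, however, held only 8.55% to 22.6% in their 10 most counted genes, so blood of that composition alone does not give this share. The source was not settled, and no biological explanation was tested.

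In a blood library at baseline from swine 1644, the 10 most counted genes held 9.30% (95% Wilson interval 9.28 to 9.31), while the other 5 of the group held from 1.30% to 1.97%. It is the only one of the 6 without the even count profile. The even profile is thus the rule in this group, and the library far from the others is the one that resembles the remaining blood libraries in this share.

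In the infarcted region at 0–1 h, 1 library of swine 1640 had an early response score of 7.88, and the next of the 6 had 4.54. The 28 genes of the score are the paper's own calls on part of these libraries, so a high score in a library the paper used was partly built in. The next highest library came from the same swine, and so did a non-infarcted-region library of that hour with a score of 3.50, so the swine alone does not set it apart. The time of sampling within the hour and the place of the biopsy were not tested.

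The effects at 1–3 h were compared between the regions by a test of the difference itself. ENSSSCG00000017343, outside the rule for named genes in that it was singled out after its values were seen, had a log2 difference of -5.44 between the infarcted and non-infarcted region (adjusted p = 0.00351 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A single non-infarcted-region library of swine 1644 held 9907 counts, 63.5 times the next highest of the 17 libraries of both regions. Without that library the log2 difference was -0.68 (standard error 0.62, adjusted p = 0.568 from the same test), 0 genes were regulated and 2250 had an unadjusted p under 0.05. The difference thus rested on 1 library. Of 60 divisions of the 17 libraries that part as many pairs of the same swine, 23 gave as many regulated genes, the real one included.

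Libraries that the rebuilt exclusions leave out were compared with the kept baseline libraries, whose early response scores were 1.76 to 2.59. All 6 of them outside baseline and without an even count profile were above that range. The outliers on component 2 had scores of 2.87 at 0–1 h, 7.09 at 1–3 h, 3.73 at 2 days and 5.84 at 14 days in the infarcted region, and 6.05 at 1–3 h in the non-infarcted region. The library at 0–1 h dominated by 10 genes had 3.22. A baseline outlier itself had 3.05, so scores near 3 do not stand apart from baseline libraries in general. Whether the outliers of 0–1 h and 1–3 h exceed those of the other timepoints was tested by the lowest of them, 2.87, which did not. Kept libraries of 0–1 h were as low (2.62), so this test cannot tell whether the early response is present. Both outliers of 1–3 h lay within or near the range of kept libraries of 1–3 h in the infarcted region (4.12 to 7.17).

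For the library of 14 days, a mislabelled sample of 1–3 h is a candidate explanation. On 1212 genes of the paper's list for 1–3 h outside its list for 0–1 h, it lay at a position of 0.283 between the outliers of baseline and 2 days (0) and those of 1–3 h (1), which is nearer to the former. Its value of 0.73 was nevertheless above those of all kept libraries of 14 days in the infarcted region (-1.01 to -0.13) and the non-infarcted region (-1.14 to 0.26). It was also above the lowest kept library of 1–3 h in the infarcted region (0.51). The value that divided the 2 outcomes was 0.5. The library is thus not shown to be mislabelled, and its raised score remains unexplained.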

How the results depend on the processing

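All exclusions described as rebuilt, all uses of limma-voom and the setting with at least 7% of counts in the 10 most counted genes were chosen after seeing the data, and the rebuilt exclusions also with the group sizes of Table 1 known. Counts are regulated genes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named, in the order infarcted region at any timepoint, then single timepoints against baseline, then the other region. For each change named here, the cause was not tested unless a value shows it.

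With DESeq2 there were 1452 regulated genes at any timepoint, 25 at 0–1 h, 725 at 1–3 h (597 up and 128 down) and 2 at 2 days, 42 in the non-infarcted region at any timepoint and 16 at 1–3 h, and 54 between the regions (53 higher and 1 lower in the infarcted region). With size factors by relative log expression there were 368 at any timepoint and 1 at 1–3 h (0 up and 1 down, against 3 up and 6 down). This scaling moved the median log2 fold change of all genes at 1–3 h from 0.29 to 0.53 and in the non-infarcted region from 0.56 to 1.14, so changes of single genes are to be read against these shifts. With a CPM of at least 1 in more than 80% of libraries there were 473 and 21, and without a filter 0 at 1–3 h (3717 at an unadjusted p under 0.05).

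With all sequenced libraries there were 391 at any timepoint, 1.1e+02 at 1–3 h (31 up and 75 down), 18 at 14 days and 3 between the regions. The gene the paper plots without a symbol then reversed, with a log2 fold change of -0.63 at 0–1 h and -0.95 at 2 days. This setting adds libraries that the paper left out. An even count profile was found in 5 of its 9 infarcted-region libraries of 2 days and in 1 of its 6 baseline libraries. The depth minimum in every group kept the same libraries and gave the same values. With a minimum of 50% of the median, 2 genes differed between the regions. With only the libraries the paper identifies there were 2048 at any timepoint, 96 at 0–1 h and 2149 at 1–3 h (1158 up and 991 down). In that setting 0–1 h came only from swine 1640 and 1–3 h only from swine 5385. A difference between these 2 timepoints thus cannot be told apart from one between swine. The baseline libraries came from both swine, but the fit had no term for the swine.

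With the replicate block (swine) there were 90 at any timepoint, 0 at 1–3 h (1760 at an unadjusted p under 0.05) and 0 between the regions (1413). In the non-infarcted region, deviations of libraries of the same swine had a mean correlation of 0.0214, and the block left 0 regulated genes as before (200 at an unadjusted p under 0.05). With counts summed per swine there were 0 at any timepoint (1418 at an unadjusted p under 0.05), 0 at 1–3 h (2487) and 0 between the regions (291). Leaving out 1 library at a time in groups of 2 to 5 gave from 39 to 1.2e+02 genes at any timepoint (0.604% of genes) across 6 fits, and from 0 to 1 at 1–3 h across 3 fits. Without either baseline library of swine 5385, 0 genes were regulated at 1–3 h (5.41% and 6.36% of genes at an unadjusted p under 0.05). Without that of swine 1640, 1 gene was regulated at 1–3 h. An unadjusted p under 0.05 was then found for 20.2% of genes, against 13.7% with all 3 baseline libraries.

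In libraries with at least 7% of counts in the 10 most counted genes there were 545, 38 at 1–3 h and 19 between the regions. With the exclusions rebuilt there were 642 at any timepoint, 2.1e+02 at 1–3 h (98 up) and 0 between the regions (657 at an unadjusted p under 0.05). With the replicate block added there were 804, 247 and 0 (815). With DESeq2 in the rebuilt libraries there were 1931, 30 at 0–1 h, 1274 at 1–3 h and 6 at 2 days, 34 and 1 in the non-infarcted region (any timepoint and 1–3 h), and 2 between the regions. DESeq2 with the block gave 2246, 12 at 0–1 h, 1317 at 1–3 h, 7 at 2 days, 1 at 14 days and 13 in the non-infarcted region. DESeq2 with counts summed per swine gave 826, 2 at 0–1 h, 626 at 1–3 h and 8 at 2 days. With limma-voom there were 59, 0 at 1–3 h (2504) and 0 between the regions (1602), and in the rebuilt libraries 393, 1.2e+02 (54 up and 70 down) and 0 (975).

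The clusters depended on linkage and genes. Infarcted-region libraries of 1–3 h in the early cluster numbered 1 with average linkage and 6 with the leading 1000 genes of the paper's list, against 10. In the rebuilt libraries they numbered 5 of 8 with edgeR's genes, the paper's list, DESeq2's genes and DESeq2's genes on variance-stabilized values. Non-infarcted-region libraries in it numbered 21 with average linkage and with all sequenced libraries, where nearly all libraries fell into 1 cluster, and 10 with Ward linkage and with variance-stabilized values, against 3. With the leading 1000 genes of the paper's list they numbered 3, and in all rebuilt settings, Ward linkage included, 2 of 15, which is the paper's number. The score of the paper's 6 genes for 2 days, 0.21 higher in the infarcted than in the non-infarcted region at 1–3 h, was -0.0800 in the rebuilt libraries. Scores over the paper's lists show no stability of their own, since the lists were called on part of these libraries.

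Of 191 values of single genes and scores under other settings, 39 were weaker, 13 stronger and 5 reversed, and the others kept their direction and side of the threshold. ENSSSCG00000004092 rose in all 21 settings run (log2 fold change 1.32 to 2.21) and was regulated in 11, of them 4 of the 13 planned. ENSSSCG00000030358 fell in all 21 (-1.85 to -1.14) and was regulated in 12, of them 5 planned. The gene the paper plots without a symbol was regulated at 2 days in 1 of 24 settings and in none of the 16 planned, and ZBTB16 in the non-infarcted region at 1–3 h in 1 of 19 and in none of the 12 planned.

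Not run were fits without mitochondrial and ribosomal genes and scores of marker genes, for lack of gene names. Leave-one-out fits between the regions, where the groups exceed 5 libraries, were also not run, except the one described for ENSSSCG00000017343. The setting of identified libraries was run for the infarcted region only. Depth limited 1 library, the blood library of 2 days with 11505 counts, which entered no fit.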

Differences from the paper's values

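The values here are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the libraries as designed, unless a setting is named. A count is called near the paper's when neither is more than 1.5 times the other, which does not say that the same genes were regulated. All rebuilt exclusions were chosen after seeing the values and with the paper's group sizes known.

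In the infarcted region at any timepoint, 1.8e+02 genes (0.923% of 19279) were regulated against the paper's 1911. Of the alternatives set before the data were examined, DESeq2 (1452) and only the identified libraries (2048) came near the paper's count and the others did not. In the identified libraries 0–1 h and 1–3 h each came from a single swine, so swine and timepoint were partly the same. Of DESeq2's genes, 1016 are in the paper's list. At 0–1 h there were 0 (894 at an unadjusted p under 0.05) against the paper's 28. DESeq2 gave a near count of 25, but only 9 of these are among the paper's 28 genes. The identified libraries (96) and the other alternatives set before did not come near. At 1–3 h there were 9 against the paper's 1240, 3 up against 881 and 6 down against 359. For the total and for the genes down, none of the alternatives set before came near, with 725 (128 down) in DESeq2 and 2149 (991 down) in the identified libraries. For the genes up, DESeq2 (597) and the identified libraries (1158) did by this measure. At 2 days there were 0 (1.08% of genes at an unadjusted p under 0.05) against the paper's 6, and none of the alternatives set before came near (2 with DESeq2).

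In the non-infarcted region at any timepoint there were 0 (488 at an unadjusted p under 0.05) against the paper's 33. DESeq2 gave a near count of 42, with only 9 of the paper's 33 genes among them, and the others set before did not. At 1–3 h there were 0 (3256) against the paper's 1, and none of the alternatives set before came near, with 16 genes in DESeq2 that do not hold ZBTB16.

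With the exclusions rebuilt and DESeq2, a setting chosen after seeing the values, there were 1931 genes at any timepoint, 30 at 0–1 h, 1274 at 1–3 h (899 up and 375 down) and 6 at 2 days, and in the non-infarcted region 34 at any timepoint and 1 at 1–3 h, which was ZBTB16. Of the paper's genes, 1898 of 1911, 28 of 28, 1237 of 1240, 6 of 6 and 32 of 33 were among them. With the same libraries, DESeq2 and the swine as a block, also chosen after seeing the values, there were 12 at 0–1 h, 1317 at 1–3 h (976 up and 341 down) and 7 at 2 days. In the non-infarcted region there were then 13 at any timepoint and 0 at 1–3 h (682 at an unadjusted p under 0.05), so ZBTB16 was no longer regulated. With counts summed per swine there were 2 at 0–1 h, 626 at 1–3 h and 8 at 2 days in the infarcted region.

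In the cluster with most libraries of 1–3 h, 2 libraries of 0–1 h were found against the paper's 1. The leading 1000 genes of the paper's list (1) and variance-stabilized values (1) gave the paper's number. Ward linkage (4), average linkage (0) and all sequenced libraries (5) did not. With the exclusions rebuilt and Ward linkage, chosen after seeing the values, the cluster held 8 of 8 libraries of 1–3 h and 1 of 0–1 h, which is the paper's count, and with DESeq2's genes on variance-stabilized values in the rebuilt libraries it also held 1 of 0–1 h, with 5 of 1–3 h.

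The paper places every sample of 1–3 h from the infarcted region in one cluster, where 10 of 11 were found here. The paper states that fibroblasts were significantly raised and cardiomyocytes lowered at 2 days against baseline, where the exact permutation test on the same proportions gave p = 0.1. This is the smallest that 3 against 3 libraries allow, and the groups were fully apart, so the test could not have passed 0.05.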

Other observations

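Of the tests in this part, those of depth and of other RNA in libraries with an even profile, of fibrous tissue and of the swine behind the fibroblast proportion were chosen only after the result was seen. The numerical limits that decided some outcomes were also set after several values were known.

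Counts spread evenly over genes were seen in 25 libraries. Low depth was tested by the ratio of median total counts, 1.29 relative to the other libraries, so depth was not lower. If the reads do not come from the RNA of the sampled tissue, micro-EMB and blood libraries of this kind would resemble each other, and their median Spearman correlation was 0.976, against 0.817 between the other micro-EMB and blood libraries. Genomic DNA or other reads spread over genes may therefore be the source, which was not told apart further. No biological explanation was tested.

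DESeq2 found more regulated genes than edgeR. In simulated counts with the sizes of these libraries, 29.2% of DESeq2's calls were false, above the nominal 5%, and edgeR called 58.5% of the changed genes against 74.2% for DESeq2. Both false calls of DESeq2 and lower power of edgeR may thus contribute, and the share of each in the real difference was not measured.

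Whether other divisions of the libraries give as many regulated genes was counted in divisions that part as many pairs of the same swine, with the real one included. At any timepoint in the infarcted region, 2 of 100 drawn divisions gave as many, and at 1–3 h 2 of 100, of which 93 gave 0. The largest number in a division other than the real one was 3110 at any timepoint and 20 at 1–3 h. In the rebuilt libraries with DESeq2, chosen after seeing the data, 2 of 80 gave as many at any timepoint. The largest number apart from the real 1931 was 1997. At 1–3 h 5 of 40 did, with up to 2656 genes in a division other than the real one, and at 0–1 h 4 of 27 did. The counts near the paper's at 1–3 h and 0–1 h could thus arise from other groupings of the same libraries in more than 5% of divisions. At 2 days it was 2 of 6, where the design cannot give a share under 5%. Where 0 genes were regulated, every division gives at least as many.

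High early response scores in 2 kept non-infarcted-region libraries of swine 1644 may reflect a response of the whole heart of that swine. The remaining library of its non-infarcted region in the same hours also exceeded the baseline range, with 6.05. In the infarcted region of the same swine, the libraries of 1–3 h without an even count profile were also high (5.58, 6.49 and 7.09). At 0–1 h its 2 infarcted-region libraries had only 3.23 and 3.22, while its non-infarcted region had 7.19. The 3.22 comes from the library in which 10 genes held most of the counts, and whether that affected its score was not tested. Fibrous tissue was tested by the rank in the 5 outlier genes among 15 kept libraries of the region. The lower of the 2 ranks was 10, but the library with the highest early response score ranked 2, and the remaining library was itself an outlier on component 2. Fibrous tissue thus does not account for both kept libraries, and is not excluded for the others. A biopsy taken nearer to the infarct than intended was not tested. The values at 1–3 h leave both this and a response of the whole heart open. The low infarcted-region values at 0–1 h count against a response of the whole heart in that hour. They come from only 2 libraries and do not show where the non-infarcted-region biopsies were taken. The 2 explanations therefore cannot be told apart. Over all swine, the score at 0–1 h was 1.76 higher than at 14 days in the non-infarcted region, and the exact permutation test gave p = 0.0595 (0.118 after adjustment over 11 comparisons), with 3 and 6 libraries. In the rebuilt libraries, chosen after seeing the data, p was 0.0476 (adjusted 0.157). At 0–1 h the library of swine 1644 had 7.19 and the others 3.50 and 2.67, while those of 14 days had 2.24 to 3.30. The difference thus rested mainly on the library of swine 1644. Between the regions at 1–3 h the difference was 1.44 (exact permutation test, p = 0.0809, adjusted 0.118). In the rebuilt libraries, 8 and 2, it was 1.32 (exact permutation test, p = 0.222, adjusted 0.244).

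A difference between swine is a candidate explanation for the higher fibroblast proportion at 2 days. Within swine 1640 the paper's proportion was 0.0377 higher at 2 days than at baseline, against 0.0799 over all swine, from 2 and 1 libraries. This is neither near 0 nor near the full difference, so it cannot be told whether the swine or the timepoint made the remainder. Against 14 days, the proportion at 2 days was 0.0866 higher within swine 1640 (2 libraries each) and 0.0754 higher over all swine. In swine 1644, with 1 library each, it was 0.115 at 2 days and 0.0713 at 14 days. That difference was thus not smaller within swine 1640 but was smaller within swine 1644.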
